A study of Drosophila melanogaster with 4 samples. Its data were reported in "Dynamic MAPK signaling activity underlies a transition from growth arrest to proliferation in Drosophila scribble mutant tumors" (2019).

How the data were processed

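Wing imaginal discs, the larval epithelial sacs that form the adult wing, were taken from *Drosophila melanogaster* larvae homozygous for a mutant allele of *scribble* (*scrib*), an apicobasal polarity gene, at 4, 5, 8 and 14 days after egg laying. The discs were dissociated with trypsin at 37 degrees for 10 min, and each age had 1 single-cell RNA library made with the 10x method. No control discs were analysed here. The samples were grouped by the age in their labels.

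The authors mapped the reads and counted unique molecular identifiers (UMIs, 1 per captured RNA molecule) with Cell Ranger, and normalised them with the LogNormalize method of Seurat. The version of Cell Ranger, the genome build used for these libraries and the filters on cells are not given in the sources used here. The deposited values were the natural log of 1 plus the UMIs of a gene per 10000 UMIs of the cell. In each cell the values, taken back to the linear scale, summed to 10000. Within each cell they were whole multiples of the lowest value above 0, with 100% of values within 0.001 of a whole number, so the UMIs of every cell were recovered by division. In each library no cell had 4000 or more genes detected, so an upper limit on genes per cell had been applied before deposit. The fewest UMIs in a cell were 7747 on day 4, 8447 on day 5, 12859 on day 8 and 14609 on day 14, so the lower limits of the libraries differed. The files listed 8274, 8619, 8429 and 8418 genes in the same order, of which 7845 were listed in all 4 and 9074 in any. A gene missing from a file was treated as not listed, never as 0. Gene symbols were used as the files give them, and some are older names, such as *ImpL3* for the lactate dehydrogenase gene.

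Expression was the mean over cells of UMIs per 10000, and changes were log2 ratios of these means, day 14 over day 4. Sums of UMIs were given with exact Poisson intervals and shares of cells with exact binomial (Clopper-Pearson) intervals, at a level of 95%. The counting half-width of a log2 ratio came from a normal approximation on the UMI sums, at the same level. All of these cover counting error only, not the difference between animals or between preparations. The half-widths also leave out the spread between the cells sampled. There was 1 library per age, so no test between a pair of ages was possible. A trend over the 4 ages was not tested, and no p-value was computed. Over the 2453 genes with a mean of at least 0.5 per 10000 on day 4 or day 14, the median log2 ratio was 0.19. That shift is set beside the changes reported. To compare shares of cells across depths, each cell was thinned without replacement to 13665 UMIs, which left out 541 cells on day 4, 1486 on day 5, 310 on day 8 and 0 on day 14.

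Gene lists were fixed before the data were examined. They held 10 JNK-associated genes, 10 ERK-associated genes, 14 glycolysis genes, 44 oxidative phosphorylation genes, 20 G2/M genes, 20 S phase genes, 14 heat shock genes and 14 cytoskeleton genes, besides *roX1*, *roX2*, *msl-2* and *Sxl* for dosage compensation. The JNK-associated and cytoskeleton lists share *cher*, and several JNK-, ERK-, G2/M and cytoskeleton genes are ones the study names from these libraries, so those lists are not independent of it. A list's median log2 ratio was placed among the medians of 10000 random lists of the same size matched on mean expression in 20 bins. Correlations with *Mmp1* were Pearson's r over the cells of 1 library, computed in each library. Ranks and list medians took only genes detected in at least 10% of cells of all 4 libraries. The genes named are those the study names for these questions, the 5 largest changes each way in mean expression and in share of cells, the 5 highest and 5 lowest mean correlations, members of the fixed lists and cell type markers. Genes that lead a cluster or overlap a named gene are named as well. Any other gene named outside this rule is said to be so.

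Cells were clustered within each library on 2000 variable genes, 30 principal components and 15 neighbours (Leiden, resolution 0.5) with scanpy 1.11.5, igraph 0.11.9, numpy 2.4.6 and scipy 1.17.1, under python 3.11.15 with pandas 2.3.3 and anndata 0.12.19. Clusters were named from fixed markers. A cluster was called myoblast-like if at least 3 of *twi*, *Him*, *zfh1*, *htl*, *stumps*, *Mef2* and *CG9650* were at least 2-fold above the other cells, with more of them among its 10 leading genes than markers of any other type. It was called disc-epithelium-like if at least 3 of *Fas3*, *grh*, *shg*, *crb*, *sd*, *nub*, *vg* and *Dll* were at least 2-fold above the myoblast-like cells, with no more markers of another type than of its own among its 10 leading genes, unless at least 3 tracheal markers with *trh* were raised and no epithelium marker was, or its cells had very few UMIs. The markers were fixed before the data were examined and the scoring rule after. It left 23.1%, 15.3%, 17.4% and 28.7% of cells unnamed on days 4, 5, 8 and 14. No doublet caller was run. The limit on genes per cell removes some doublets, and an alternative left out the 5% of cells with most genes.

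The measures were tested on simulated libraries of 400 cells drawn from the day 4 means at the depths of days 4 and 14. Of 196 genes changed by known amounts among 1941, 98.0% came within 0.25 of the true log2 ratio. All 50 genes linked to 1 gene were among the 50 highest correlations of 1045. A list of 20 genes raised by 1 on the log2 scale was at percentile 100, and a list of 20 unchanged genes at 81.6.

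The alternatives tried were the mean of the log values, leaving out cells with few or many genes, other scalings, other ages, cell class, threshold, gene minimum, thinning, correlation measure and cluster resolution. Others were added after the data were seen: a common UMI minimum, cells split by *roX* RNA, cells outside the myoblast-like cluster, cells outside the clusters led by *ImpL3*, *Sirup* and *bnl*, clusters made without JNK- and ERK-associated genes, and all alternatives for *scrib*. Positions are from Ensembl release 115 and played no part in the values.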

Results

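Single-cell RNA was measured in wing imaginal discs of *scrib* mutant larvae at 4, 5, 8 and 14 days after egg laying, with 1 library per age and so without replicates. The mutant discs overgrow into tumors during an extended larval life, and the ages follow that course. The libraries held 3785, 6457, 3104 and 1110 cells on days 4, 5, 8 and 14. The total was 91045765 UMIs on day 4, 134888985 on day 5, 62338564 on day 8 and 22458962 on day 14. The median cell had 23326 UMIs on day 4, 19258 on day 5, 18299 on day 8 and 19222 on day 14. The median number of genes detected per cell was 3034, 2780, 2819 and 3177 in the same order. Ribosomal protein genes took 49.2%, 48.2%, 48.1% and 41.4% of UMIs on days 4, 5, 8 and 14. Because each age was 1 preparation, age and library cannot be told apart in any comparison below.

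The mutated gene was examined first. The *scrib* gene lies on chromosome 3R, 26536350 to 26604051, in the Ensembl annotation of BDGP6, and the build behind these counts is not given in the sources used here. Its pooled level was 0.191 UMIs per 10000 on day 4 (95% Poisson interval 0.182 to 0.201), 0.208 on day 5, 0.231 on day 8 and 0.331 on day 14 (0.308 to 0.356). The log2 ratio of means, day 14 over day 4, was 0.77, or 0.57 relative to the median gene. Day 8 over day 5, the alternative that moved it most, gave 0.11. The labels do not say how the allele changes the RNA, so its level was no check of them. The gene overlaps an annotated RNA on the other strand, and whether counting used strand is not given in the sources used here.

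The study used *Mmp1* (2R, 24671294 to 24688184), which encodes a matrix metalloproteinase, and *puc* (3R, 8105332 to 8122294), which encodes a phosphatase, as reporters of JNK signaling. The question was whether JNK activity falls as the tumors age. The 2 genes each overlap a gene on the other strand, *Pof* and *lncRNA:CR44331*. The mean of *Mmp1* over cells was 1.24 UMIs per 10000 on day 4, 1.35 on day 5, 0.717 on day 8 and 0.929 on day 14. The log2 ratio of day 14 over day 4 was -0.42 with a counting half-width of 0.07, and -0.62 relative to the median gene. *Mmp1* fell by 0.92 on the log2 scale between day 5 and day 8, and was 0.37 higher on day 14 than on day 8. The fall from day 4 to day 14 was almost absent, at -0.01, when the log values were averaged instead. The mean of *puc* was 0.421, 0.397, 0.326 and 0.654 per 10000 on days 4, 5, 8 and 14. Its log2 ratio of day 14 over day 4 was 0.63 with a half-width of 0.09, or 0.44 relative to the median gene, and day 8 over day 5 gave -0.28, so the direction depended on the ages compared. The 2 reporters thus moved apart between day 4 and day 14, while both were lower on day 8 than on day 5. For the latter pair of ages, the study reported a fall of Mmp1 protein and of another JNK reporter. In replicated bulk RNA it reported that *Mmp1* and *puc* both decreased significantly over time. The higher *puc* on day 14 goes against that bulk result and rests on 1 library per age.

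**Figure D1:**
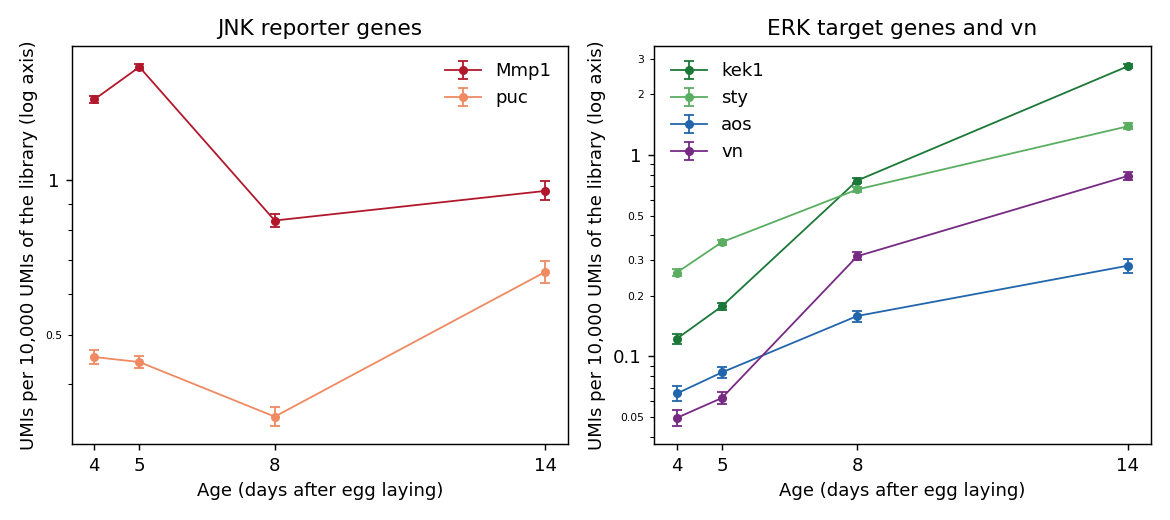
UMIs of each gene per 10000 UMIs of the whole library (log axis) against age in days, 1 point per library, with 95% Poisson intervals that cover counting error only. *Mmp1* and *puc* had their lowest values on day 8, and *kek1*, *sty*, *aos* and *vn* were higher at each later age.

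The other members of the JNK-associated list did not share 1 direction. The median log2 ratio of the 10 genes was -0.10, with 4 genes higher and 6 lower on day 14, at percentile 2.51 of random lists. Relative to the median gene it was -0.30. The median was -0.24 for day 5 over day 4 and -0.64 for day 8 over day 4, so it was lowest on day 8. *kay* rose by 2.34 and *Ilp8* by 1.76 on the log2 scale, while *cher* fell by 0.93 and *upd3* fell by 0.70.

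The spread of *Mmp1* over cells was examined because the study described it as uneven. The 10% of cells with most *Mmp1* held 65.8% of its signal on day 4, 70.9% on day 5, 68.3% on day 8 and 49.8% on day 14. The share of cells at or above 5 per 10000 was 7.0% on day 4 (exact binomial interval 6.21% to 7.86%), 8.15% on day 5 (7.49% to 8.84%), 2.96% on day 8 (2.40% to 3.62%) and 3.33% on day 14 (2.36% to 4.57%). The threshold is a point on a range, since 6.0%, 5.68%, 2.74% and 4.41% of cells lay within 1.5-fold of it on days 4, 5, 8 and 14. The change from day 4 to day 14 was -3.67 points, and -7.58 points among disc-epithelium-like cells. The second value is uncertain, because an *Mmp1*-rich cluster was in that class on days 4, 5 and 8 and was unnamed on day 14, and *Mmp1* in unnamed cells rose by 1.15 on the log2 scale from day 4 to day 14. Cells with at least 1 *Mmp1* UMI were 53.4%, 48.6%, 41.8% and 60.5% of cells unthinned, and 43.6%, 44.2%, 35.6% and 50.2% after thinning. This share was higher on day 14 than on day 4 while the mean was lower, so no order was read from it.

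Target genes of ERK signaling were examined to ask whether ERK activity rises with age. They were *kek1* (2L, 12817000 to 12822787), *sty* (3L, 3401153 to 3424935) and *aos* (3L, 16470386 to 16483650), with *vn* (3L, 5813338 to 5845664), which encodes a ligand of the EGF receptor. *aos* overlaps *CG33158* on the other strand. The mean of *kek1* was 0.151 per 10000 on day 4, 0.205 on day 5, 0.788 on day 8 and 2.80 on day 14. These rest on 1115, 2394, 4660 and 6204 UMIs. The log2 ratio of day 14 over day 4 was 4.22 with a counting half-width of 0.09, which is 18.6-fold, and 4.02 relative to the median gene. Day 8 over day 5, the alternative that moved it most, gave 1.94. The log2 ratio of day 14 over day 4 was 2.28 for *sty*, 2.05 for *aos* and 4.05 for *vn*, with half-widths of 0.08, 0.16 and 0.15. All 4 genes were higher on each later day than on the day before it in the series. All 10 ERK-associated genes were higher on day 14 than on day 4, with a median log2 ratio of 1.96 at percentile 100 of random lists.

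The study ranked genes by how far the share of cells with the gene moved. Here *kek1* had at least 1 UMI in 14.8% of cells on day 4 (13.7% to 16.0%), 18.9% on day 5 (18.0% to 19.9%), 49.5% on day 8 (47.7% to 51.2%) and 80.1% on day 14 (77.6% to 82.4%). After thinning the shares were 9.93%, 13.9%, 43% and 76.0%. The change of 65.3 points from day 4 to day 14 was rank 1 of 6869 genes listed in both libraries and detected in at least 5% of cells of a library. By the difference in mean UMIs per 10000, day 14 minus day 4, its rank was 75, and by log2 ratio it was at percentile 99.2 of the 2453 genes with a mean of at least 0.5. The next largest rises were in *Kal1* with 62.3 points, *Cda4* with 58.7, *obst-B* with 57.7 and *alphagamma-element:CR3286* with 56.0. The last of these did not follow age, with 13.0%, 33.0%, 17.8% and 69.0% of cells on days 4, 5, 8 and 14. The largest falls were in *GstD3* at -54.4 points, *yellow-c* at -51.0, *CG34445* at -49.2, *NaPi-III* at -48.4 and *mamo* at -47.5. After thinning the rises were 66.1 points for *kek1*, 58.2 for *Kal1*, 56.5 for *Cda4*, 62.3 for *obst-B* and 52.5 for *alphagamma-element:CR3286*. The falls were -53.5 for *GstD3*, -41.3 for *yellow-c*, -46.3 for *CG34445*, -39.4 for *NaPi-III* and -43.5 for *mamo*, so their order depended on depth. *Kal1* overlaps *Slimp* and *mamo* overlaps *CG11068* on the other strand. The rank of *sty* was 14, of *vn* 46 and of *aos* 177.

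The shares were then taken within cell classes. A myoblast-like cluster, of cells like the muscle precursors beneath the disc, held 162, 395, 209 and 41 cells, or 4.28%, 6.12%, 6.73% and 3.69%. Disc-epithelium-like clusters held 72.6%, 78.6%, 75.8% and 67.6% of cells. Their largest clusters were led by *CG13692*, *wg* and *mnd* on day 4, by *upd1*, *sog* and *CG13692* on day 5, by *Sb*, *Cpr66D* and *grn* on day 8 and by *CG42808*, *Idgf6* and *CG13053* on day 14, and none of these held most of the class. The class also took in different clusters at different ages. A cluster led by *Amy-p* and *Amy-d* was unnamed on days 4 and 5, with 874 and 980 cells, and in the class on day 8, with 441. A cluster led by *upd1* was in the class on day 5, with 1599 cells, and unnamed on day 8, with 521. In disc-epithelium-like cells *kek1* was found in 13.5%, 15.1%, 50.1% and 84.9% of cells unthinned, and in 8.70%, 10.4%, 44.0% and 81.9% after thinning. Its mean there was 0.0780 per 10000 on day 4 and 3.41 on day 14, a log2 ratio of 5.45. Over all cells outside the myoblast-like cluster, which does not depend on the naming of the others, the shares were 11.5%, 14.3%, 46.9% and 79.5% unthinned and 7.17%, 9.94%, 40.5% and 75.3% after thinning, and the log2 ratio was 5.39. In disc-epithelium-like cells of clusters made without JNK- and ERK-associated genes, the log2 ratio was 5.79. That class then held 95.7% of cells on day 4 and 58.5% on day 14. In myoblast-like cells the mean was 2.03, 1.96, 1.85 and 3.09 per 10000, and the log2 ratio of day 14 over day 4 was 0.61 with a half-width of 0.22. *kek1* was among the leading genes of that cluster on day 4, so its level there was not independent of the clustering. Without JNK- and ERK-associated genes the log2 ratio was still 0.61.

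The background in shares of cells was gauged with *twi*, a myoblast gene at a similar level to *kek1* in myoblast-like cells. Its share in other cells takes in free RNA, doublets and cells put in the wrong cluster alike. On day 4, *twi* was found in 92.0% of myoblast-like cells, which had a median of 16220 UMIs, and in 0.255% of disc-epithelium-like cells, which had a median of 23521. On day 14 these shares were 95.1% at 17402 UMIs and 2.40% at 19405 UMIs. The 71 UMIs of *twi* in the 750 disc-epithelium-like cells of day 14 thus lay in few cells, several per cell, so that share is at most an upper limit for free RNA. A cluster of 48 cells in that class on day 14 had *twi* at least 2-fold above the other cells. The shares of disc-epithelium-like cells with *kek1* lay above this background at all 4 ages. *Mmp1* in disc-epithelium-like cells gave a log2 ratio of -0.85, but the *Mmp1*-rich cluster met the naming rule on days 4, 5 and 8 and not on day 14. Over all cells outside the myoblast-like cluster the ratio was -0.44.

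**Figure D2:**
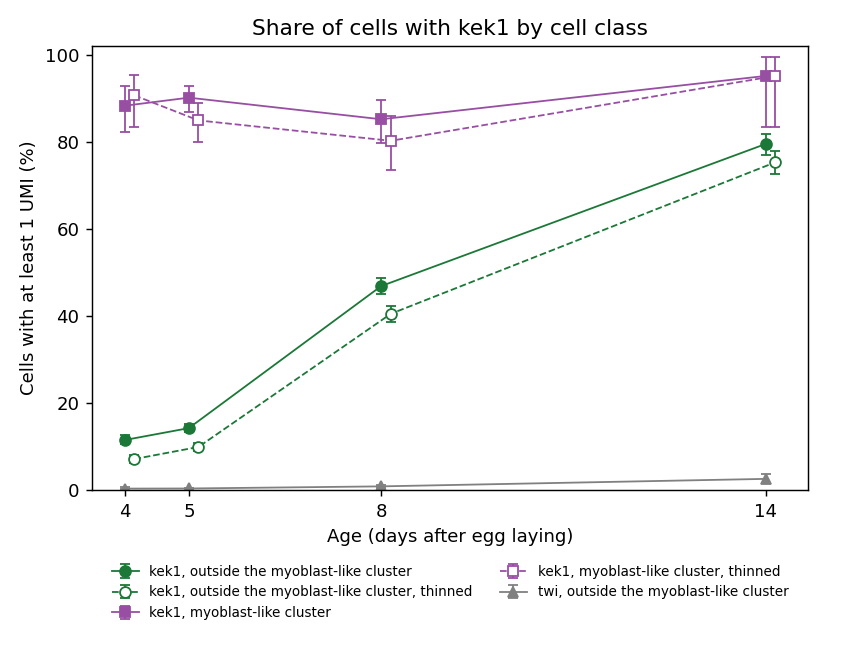
Percentage of cells with at least 1 UMI of *kek1* against age in days, for the myoblast-like cluster and for all other cells, with exact 95% binomial intervals. Open symbols are cells thinned to 13665 UMIs, and grey triangles are *twi* outside the myoblast-like cluster, where the share of *kek1* went from 11.5% to 79.5%.

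Correlations with *Mmp1* across cells were computed because the study reported them for cytoskeletal genes, ERK pathway components, *stg* and *Cks30A*. Cells of 1 library are not replicates, so r only describes that library. *cindr*, which encodes an actin-linked adaptor protein, had r = 0.61, 0.63, 0.44 and 0.29 on days 4, 5, 8 and 14, and its mean r of 0.49 was rank 36 of 5681 genes. *puc* had r = 0.59, 0.59, 0.41 and 0.34, with a mean of 0.48. *stg*, the Cdc25 phosphatase gene, had r = -0.45, -0.46, -0.38 and -0.32, and was the fifth lowest by its mean of -0.40. *Cks30A* had a mean r of -0.36 and was the tenth lowest. On the linear scale, the alternative that moved *stg* most, its mean r was -0.25. The highest mean r was 0.70 for *vir-1*, followed by *CG17124* with 0.65, *wun2* with 0.62, *CG13117* with 0.61 and *Pvf1* with 0.60. The lowest were *Bacc* at -0.44, *Df31* at -0.44, *CG2852* at -0.41, *His2Av* at -0.41 and *stg*. *Bacc* overlaps *Pgk*, *CG13117* overlaps *Nckx30C* and *Df31* overlaps *lncRNA:CR44993*, all on the other strand. The study described strong correlation of *Mmp1* with several ERK pathway components, which its main text does not name. The genes looked up here may therefore not be the ones it meant. Here the ERK genes looked up had a mean r of -0.07 for *kek1*, -0.02 for *sty*, -0.10 for *aos* and 0.02 for *vn*. *aos* and *vn* were found in fewer than 10% of day 4 cells, so they were not ranked. Of the other ERK-associated genes, *aop* was highest, with r = 0.36, 0.35, 0.14 and 0.10 on days 4, 5, 8 and 14 and a mean of 0.23, at rank 327, and *Egfr* was lowest with a mean of -0.11. The sign for *sty* changed in disc-epithelium-like cells, where mean r was 0.04, and that for *vn* changed over all cells pooled. The median of mean r was 0.30 over 6 JNK-associated genes, 0.49 over 13 cytoskeleton genes, -0.05 over 7 ERK-associated genes, -0.19 over 19 G2/M genes and -0.17 over 19 S phase genes. *stg* and *Cks30A* are on the G2/M list, *cindr* is on the cytoskeleton list, and *cher* is on 2 of the lists. Over all 5681 genes it was -0.01.

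**Figure D3:**
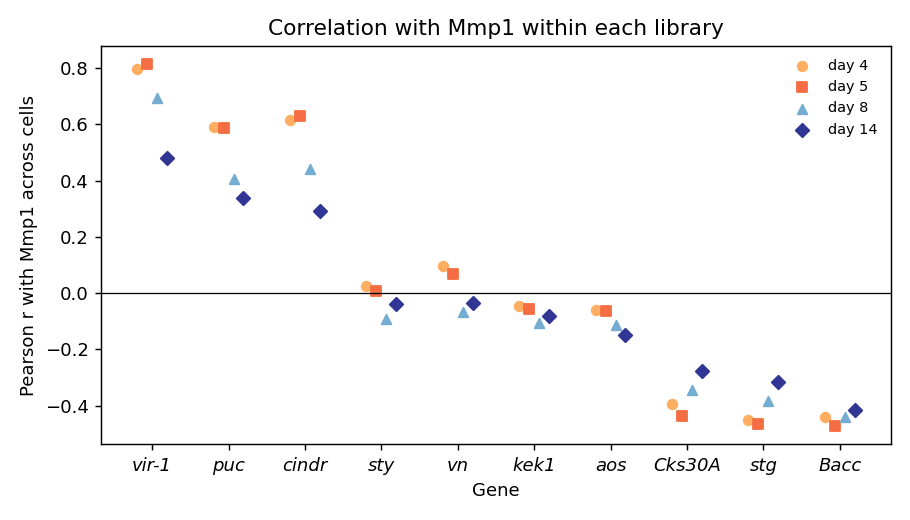
Pearson's r with *Mmp1* across cells for 10 genes, with 1 symbol per library. *vir-1*, *puc* and *cindr* were above 0 and *Cks30A*, *stg* and *Bacc* below 0 in all 4 libraries, and all 6 were nearer to 0 on day 14 than on day 4.

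In bulk RNA the study described higher glycolysis and lower oxidative phosphorylation gene expression in older tumors, and lists of such genes, chosen independently of the study's gene sets, were examined here in the single-cell libraries. Of the 14 glycolysis symbols, 12 were listed in all 4 libraries, *Ald1* and *Ldh* being other names, and all 12 were higher on day 14 than on day 4. Their median log2 ratio was 1.85, or 1.66 relative to the median gene, against -0.32 to 0.54 for the middle 95% of random lists. The largest was *ImpL3* with 7.36, from 0.0544 to 8.92 per 10000, and the smallest was *PyK* with 0.36. The median was 0.25 for day 5 over day 4 and 1.06 for day 8 over day 4. Day 8 over day 5 gave 0.76. Of the 44 oxidative phosphorylation genes, 42 were lower on day 14 than on day 4. Their median log2 ratio was -0.57, or -0.76 relative to the median gene, at percentile 0 of random lists, whose middle 95% ran from -0.22 to 0.22. It was 0.02 for day 5 over day 4 and -0.27 for day 8 over day 4.

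The study described a cell cycle arrest early and its release late. It sorted cells by fluorescent cell cycle sensors on days 4 and 8. RNA is an unlike measure, so the lists below do not test the sorted shares. The G2/M list had a median log2 ratio of 0.11 at percentile 23.2 of random lists, with 11 genes higher and 9 lower, and it changed sign to -0.08 relative to the median gene and to -0.13 when ribosomal protein genes were left out of the scaling. The S phase list had a median of 0.23 at percentile 32.9, which was 0.04 relative to the median gene and changed sign to -0.01 when ribosomal protein genes were left out. Leaving out ribosomal protein genes lowered every log2 ratio it was run on, so those sign changes add little evidence on direction. Neither list stood apart from random lists of similar expression. For day 8 over day 4, the ages the study sorted, the medians were 0.0039 for G2/M and 0.10 for S phase. *stg* singly was 3.38, 3.50, 5.02 and 8.05 per 10000 on days 4, 5, 8 and 14, a log2 ratio of 1.25 for day 14 over day 4. *Cks30A* was 2.02, 1.93, 1.82 and 1.67, a log2 ratio of -0.28. *cindr* rose, with a log2 ratio of 1.04. The cytoskeleton list had a median log2 ratio of 0.12, at percentile 73.1 of random lists, and -0.08 relative to the median gene. The heat shock list had a median of 1.84 at percentile 100.

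**Figure D4:**
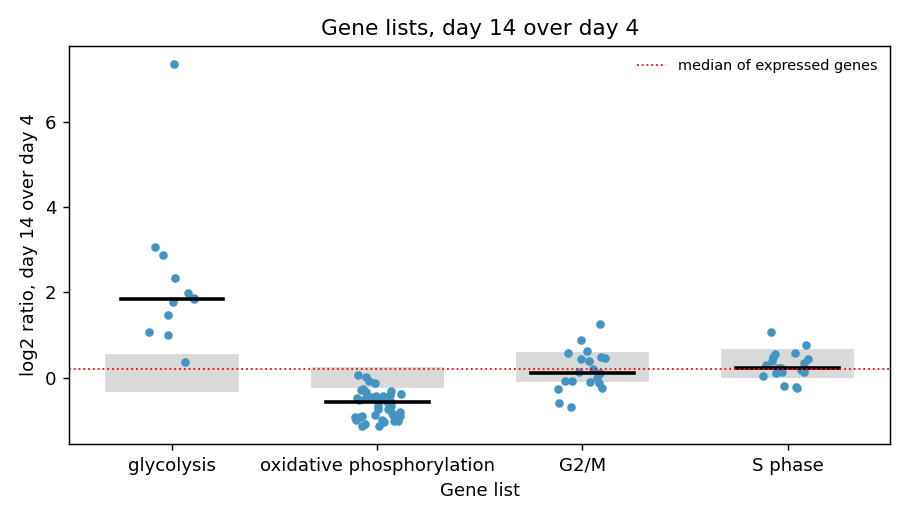
Log2 ratio of mean expression, day 14 over day 4, for each gene of 4 lists (points), with the list median (black line) and the middle 95% of medians of random matched lists (grey). The dotted line is the median of expressed genes at 0.19, and only the glycolysis and oxidative phosphorylation medians lie outside the grey.

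Changes were ranked over the 2453 genes with a mean of at least 0.5 per 10000 on day 4 or day 14. The largest log2 rises from day 4 to day 14 were *daw* with 8.59, *Cpr66D* with 8.47, *pncr002:3R* with 8.47, *GV1* with 8.09 and *Ance* with 7.91. Their day 4 sums were 10, 16, 13, 15 and 35 UMIs, so the folds carry wide counting intervals, such as 207 to 717 for *daw*. *daw* was found in 15.3% of cells on day 14 and *Ance* in 25.7%. Among the same 2453 genes, the largest falls were *Amy-p* at -5.86, *Amy-d* at -5.69, *GstD3* at -2.62, *NaPi-III* at -2.42 and *yellow-c* at -2.26. *Amy-p* and *Amy-d* are near-identical copies, so their separate values are uncertain, as are those of *GstD3*, a member of a gene family, and of *NaPi-III*, which overlaps *nol*. *yellow-c* overlaps *CIAPIN1* on the other strand. With the log values averaged, 3 of these 10 genes were named again. Another 3 genes at or above 0.5 per 10000 on day 14, *Cpr64Ac*, *CG13053* and *CG4382*, were not listed on day 4 and had no ratio, and were singled out after their values were seen.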

Values the study reported

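The study sorted cells by fluorescent cell cycle sensors at 4 days after egg laying. For *scrib* mutant tumors it gave shares of roughly 50% in G2/M, with S and G0/G1 at 25% each. For wild-type discs the corresponding shares were 15% in G2/M, 25% in S and 60% in G0/G1.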

Additional observations from a re-analysis of the deposited data

How the results depend on the processing

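For 28 results, 192 values were computed under other settings, of which 147 were planned before the data were examined and 45 were added after. The added ones are the common UMI minimum, the split by *roX* RNA, the cells outside the myoblast-like cluster or outside the clusters led by *ImpL3*, *Sirup* and *bnl*, the clusters made without JNK- and ERK-associated genes, and every alternative for *scrib*. In all, 185 kept their direction, which took in every rank and count by rule. The other 7 values did not, 1 of them by a uniform shift of all genes. The value moved by less than its counting interval, its spread between libraries or its spread over random lists, or a rank or count by no more than 1.5-fold, in 112 of them. These limits cover counting error or the spread of gene lists, not animals. Where a value moved or changed sign the cause was not tested, except where the setting itself explains it. The G2/M and S phase lists also reversed without ribosomal protein genes, a setting that lowered every log2 ratio it was run on. No paired analysis was possible because there was 1 library per age.

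Setting the median log2 ratio to 0 moves all genes by the same amount, and gave log2 ratios of 0.57 for *scrib*, -0.62 for *Mmp1*, 0.44 for *puc*, 4.02 for *kek1*, 2.09 for *sty*, 1.85 for *aos* and 3.86 for *vn*. The medians were -0.76 for oxidative phosphorylation, -0.084 for G2/M, which changed sign as the shift exceeds its value and so adds no evidence on direction, and 0.036 for S phase. Rescaling without ribosomal protein genes gave 0.55 for *scrib*, -0.55 for *Mmp1*, 0.43 for *puc*, 3.84 for *kek1*, 1.99 for *sty*, 1.80 for *aos* and 3.83 for *vn*. The list medians were then 1.58 for glycolysis, -0.76 for oxidative phosphorylation, -0.13 for G2/M and -0.010 for S phase, and the last 2 changed sign. The rescaling lowered every log2 ratio it was run on, so these changes of sign add little evidence on direction. No mitochondrially encoded gene was listed, so that part of the setting removed nothing.

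Day 8 over day 5 spans less time, and gave 0.11 for *scrib*, -0.92 for *Mmp1*, -0.28 for *puc*, which changed sign, 1.94 for *kek1*, 0.87 for *sty*, 0.95 for *aos* and 2.43 for *vn*. The medians were 0.76 for glycolysis and -0.30 for oxidative phosphorylation. By day 8 minus day 5, *kek1* was rank 5 among genes by change in share of cells. Ranked instead by the difference in mean UMIs per 10000, day 14 minus day 4, it was rank 75.

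The mean of log values gave -0.010 for *Mmp1*, 0.78 for *puc*, 2.49 for *sty* and 3.82 for *vn*. This setting weights the few cells with most *Mmp1* less. It named 3 of the 10 genes with the largest changes again. A minimum of 2 per 10000 named 0 of them, which was fixed in advance, since each had means below 2 on day 4 and day 14. Without the 25% of cells with fewest genes the log2 ratios were -0.61 for *Mmp1*, 4.88 for *kek1*, 2.61 for *sty* and 2.22 for *aos*, with medians of -0.69 for oxidative phosphorylation and 0.41 for S phase. The change in share of *Mmp1*-high cells was then -5.11 points. Leaving out the 5% of cells with most genes moved none of the results it was run on.

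In disc-epithelium-like cells only, the log2 ratios were -0.85 for *Mmp1*, 0.52 for *puc*, 5.45 for *kek1*, 2.87 for *sty* and 2.66 for *aos*. The medians were 2.17 for glycolysis and -0.73 for oxidative phosphorylation, the change in *Mmp1*-high cells was -7.58 points, with an *Mmp1*-rich cluster outside the class on day 14 only, and mean r of *sty* with *Mmp1* changed sign to 0.041. With a threshold of 10 per 10000 the change in *Mmp1*-high cells was -2.0 points. Above a common minimum of 14609 UMIs, *kek1* gave 4.55 and *sty* 2.47. Outside the myoblast-like cluster, *kek1* gave 5.39, *sty* 2.85 and *aos* 2.52. In cells with high *roX* RNA the ratios were 0.93 for *scrib*, 4.53 for *kek1*, 2.68 for *sty* and 2.40 for *aos*, and in cells with low *roX* RNA they were 3.86 for *kek1*, 1.97 for *sty* and 1.81 for *aos*.

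Spearman's rho with *Mmp1* had a mean of -0.32 for *stg*, -0.26 for *Cks30A*, 0.35 for *puc*, -0.035 for *kek1* and 0.029 for *sty*, which changed sign. On the linear scale mean r was -0.25 for *stg* and -0.28 for *Cks30A*. Over all cells pooled, r of *vn* changed sign to -0.0022. The signs of *sty* and *vn* were therefore not fixed by these data, while those of *cindr*, *puc*, *stg* and *Cks30A* were the same in all 6 settings.

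Clustering all 4 libraries together gave a *kek1* ratio of 5.28 and a *Mmp1* ratio of -0.66 in disc-epithelium-like cells. Clusters made without JNK- and ERK-associated genes gave 5.79 for *kek1*, a resolution of 0.2 gave -0.75 for *Mmp1*, and all cells outside the myoblast-like cluster gave -0.44 for *Mmp1*. The day 14 library limits the myoblast-like comparison most, with 41 cells and 29 UMIs of *Mmp1* in that cluster.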

Other observations

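Thinning was planned before the data were examined. The tests of depth on *puc*, of cells outside the myoblast-like cluster, *roX* RNA, free RNA, heat shock RNA and ribosomal protein genes, and of chance and animal number in the *roX* clusters were chosen after their results or closely related values had been seen. The tests of the small clusters led by *ImpL3* and of clusters made without dosage compensation genes were also added after the data had been seen, though before their own results were known. The thinned change in the share of cells with *kek1* was taken up as a test of its rise after related values had been seen.

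The rise of *kek1* from day 4 to day 14 was set against 6 technical explanations. A larger share of myoblast-like cells, which held most of it per cell early, is argued against because outside that cluster the log2 ratio was 5.39. A difference in depth is argued against because the share of cells with *kek1* rose by 66.1 points after thinning. A different mix of cells from male and female animals is argued against because the smaller of the ratios within cells of high and low *roX* RNA was 3.86. Free RNA from myoblast-like cells is argued against because on day 14 the 7 myoblast markers stood in disc-epithelium-like cells at a median of 1.66% of their myoblast-like level, the highest being *Mef2* at 49.9%, while *kek1* stood at 110%. Free RNA from other cells was not tested. A stress response to dissociation is argued against as the whole cause, because *kek1* was already 2.39 higher on the log2 scale on day 8 than on day 4, when the heat shock list was 0.17 higher. Within the day 14 library *kek1* and heat shock RNA did go together across cells, with r = 0.37. A difference between library batches cannot be told apart from age within these libraries, because there was 1 library of each age. Apart from them, the study reported more cells with a *kek1* reporter in late than in early tumors. It also reported rises of *sty*, *aos* and *vn* over time in bulk RNA. Age itself stays open as the explanation named by the design, and the rise may be a change in the epithelial cells themselves.

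*puc* was higher on day 14 than on day 4 while *Mmp1* was lower. In replicated bulk RNA the study instead reported a fall of both genes over time. Depth of the cells kept is argued against, since *puc* had a log2 ratio of 0.66 above a common UMI minimum. Heat shock RNA was not ordered by age, with 28.1, 46.5, 31.1 and 85.6 UMIs per 10000 summed over 11 genes on days 4, 5, 8 and 14. The *Hsp70* genes among them are near-identical copies. When the 25% of day 14 cells with least heat shock RNA were set against the 25% of day 4 cells with most, the log2 ratio of *puc* was 0.18 with a counting half-width of 0.18. That comparison sets cells with less heat shock RNA on day 14 against cells with more on day 4, so it removes more than the difference between the libraries. Across cells *puc* was only weakly related to heat shock RNA, with r = 0.08, 0.06, -0.02 and 0.14 on days 4, 5, 8 and 14, and on day 5, when heat shock RNA was higher than on day 4, the log2 ratio of *puc* over day 4 was -0.08. These values go against a stress response to dissociation as the whole cause, but it cannot be told apart from age, because the remaining difference is close to counting error and the day 14 library was the highest in both. In the same comparison *kek1* was still 2.38 higher, *stg* 0.85 higher and *Mmp1* -0.55.

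Small clusters led by *ImpL3*, *Sirup* and *bnl*, genes singled out after the clusters were seen, held 80 cells on day 8, nearly all of low *roX* RNA, and 32 on day 14, and no such cluster was found on days 4 and 5. As *ImpL3* is on the glycolysis list, these cells might have carried the rise of that list. Outside them the median log2 ratio was 1.64, so they were not the whole cause, and *ImpL3* outside them was 0.0544, 0.111, 0.465 and 4.76 per 10000 on days 4, 5, 8 and 14. A change in the share of UMIs taken by ribosomal protein genes is argued against as the cause of the fall of oxidative phosphorylation genes. That share changed by -7.74 points from day 4 to day 14, which by itself raises the values of all other genes. Age and preparation stay open for both lists.

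RNA of *roX1* and *roX2*, which in flies is made in males for dosage compensation, split nearly all cells into a class with 6 or more UMIs and a class with 2 or fewer, with 0.449%, 0.465%, 0.322% and 0.721% of cells between. The high class was 40.1% of the rest on day 4, 24.9% on day 5, 23.6% on day 8 and 47.5% on day 14. On day 14 the high class had 0.293 UMIs per 10000 of *msl-2* and the low class 0.105, and for *Sxl*, which acts in females, the values were 0.733 and 0.876. On days 4 and 5 the share in clusters of at least 30 cells ran from 32.0% to 45.6% and from 18.7% to 27.4%. On day 8 it ran from 3.80% to 32.7%, and on day 14 from 22.7% to 100%. The 3.80% was the day 8 cluster led by *ImpL3*, with 3 cells of the high class and 76 of the low, so that cluster came nearly all from 1 class. On day 14 a cluster of 201 cells led by *AsnS* and *Dgp-1* had 84.6%, and its counterpart of 155 cells in clusters made without dosage compensation genes had 96.1%. The day 14 cluster of 48 cells, all of the high class, was led by *Cpr49Ac*, *CG2444* and *CG9192*. It was named disc-epithelium-like, but the myoblast markers *twi* and *zfh1* and the glial markers *moody* and *Gs2* were at least 2-fold above the other cells. Its identity is therefore uncertain. These clusters were again singled out after their values were seen. Chance in which cells fell into a small cluster is argued against, because the exact interval of that share began at 92.6%. Clusters made without dosage compensation genes still reached 100%, so these genes themselves did not draw the clusters apart. The skew may come from few animals behind the library, with discs that differed between larvae, or from a difference between the sexes in old tumors. The number and sex of the animals are not given in the labels, and with 1 library of this age the 2 cannot be told apart.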
